A study of Arabidopsis thaliana with 9 samples.

How the data were processed

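Gene expression was measured by RNA sequencing of Arabidopsis thaliana seedlings grown in vitro, in 9 libraries from 3 genotypes with 3 biological replicates each. The genotypes were wild type (WT), a line labelled as an RNA interference knock-down of the gene AT1G67105 (RNAi-ASCO) and a line overexpressing that gene (35S-ASCO, after the 35S promoter of cauliflower mosaic virus, a strong promoter used in plants). Group and replicate number were taken from the sample titles. Because AT1G67105 was not lower in the RNAi-ASCO libraries than in WT, that group is called the libraries labelled RNAi-ASCO.

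Per the labels' protocols, polyadenylated RNA was selected and stranded TruSeq libraries were sequenced as read pairs. The deposited files hold read counts and read-pair counts per gene model, made by the authors with a counting program named in the file headers as sam2pkm. Per the file headers, the count of pairs covers pairs whose mates align properly to the same model on opposite strands, singletons were treated as unmapped, no limit was set on insert size, and reads counted as multiple hits were removed where the best and second-best alignment scores were equal. The aligner, the genome build and the annotation release are not stated in the labels or headers. The pair counts were used here as deposited, and the single-read counts served as an alternative chosen after seeing the data. Removing reads with equally good alignments lowers the counts of genes with near-identical copies. How the authors assigned pairs from overlapping models on opposite strands is not stated, so values of such genes are uncertain.

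The files list 33602 gene models, 1 per gene. Transcript usage could therefore not be tested, although the series title concerns splicing. Names, biotypes and the order of neighbouring genes were taken from the NCBI RefSeq annotation of assembly TAIR10.1, in which 32835 of the identifiers (97.7%) were found. Its coordinates and strands were used only to place neighbouring genes and to cut exon windows. The counts themselves were not tied to them, since the files name no build.

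The sum of counted pairs ranged from 27044702 (WT replicate 1) to 126355312 (35S-ASCO replicate 1). With a floor of 3 pairs, the smallest detectable level ranged from 0.0237 CPM (counts of pairs scaled to a common library total) in 35S-ASCO replicate 1 to 0.111 CPM in WT replicate 1. These floors cover counting error only. No pair of libraries within a group agreed within sampling noise: the variance of counts between libraries of a group was at least 7.07 times that of sampling alone, so all 9 were treated as separate samples.

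Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, glmQLFit and glmQLFTest) on the pair counts of all 9 libraries together, with genotype as the only factor, TMM scaling and the filterByExpr filter by group, which kept 22719 genes. P-values were adjusted by the Benjamini-Hochberg method over these genes, and an adjusted p under 0.05 was the threshold. Contrasts were the libraries labelled RNAi-ASCO against WT, 35S-ASCO against WT, and 35S-ASCO against the libraries labelled RNAi-ASCO. Levels are TMM-scaled CPM, given as mean ± SD over 3 libraries. Standard errors of log2 fold changes were derived from the F statistic. Gene lists were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. The p-values of the immunity list were adjusted over the 2 comparisons with WT, and those of the other lists were not adjusted.

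The groups, the designs, the alternatives, 4 gene lists (immunity, proteins known as ASCO partners, genes rising with age, seed storage) and the rule for naming genes were fixed before the data were examined. The rule names AT1G67105. It then names, for each line against WT, up to 4 genes with the largest increase and up to 4 with the largest decrease among those past the threshold, with a mean of at least 1 CPM and without overlap between the 3 line values and the 3 WT values. Last, it names up to 8 genes of the lists past the threshold in either line, by smallest p. The sharing of sequence was checked for the named genes by looking for 50-base windows of their exons elsewhere in the TAIR10.1 sequence.

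The alternatives were DESeq2 1.42.0 (Wald test), relative log expression and upper-quartile scaling, no filter on low counts, at least 1 CPM in 5 libraries, a fit of only the 6 libraries compared, the replicate number in the model, a likelihood-ratio test with the replicate number, an adjusted p of 0.01, an absolute log2 fold change of at least 1, counts thinned to the smallest library, an estimated inter-gene correlation, and leaving out each library. The replicate numbers, shared between the groups, come from the sample titles. Leaving out RNAi-ASCO replicate 3 was also the alternative for labelled age, because that library is labelled 16 days like the WT and 35S-ASCO libraries while the other 2 libraries of its group are labelled 4 days.

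The fits were tested on simulated data: counts were drawn for 22719 genes from the measured means, dispersions and library sizes, with 200 genes changed by a log2 fold change of 1. Of 22577 genes tested, edgeR called 161, recovering 149 (74.5%) with 12 false calls, and DESeq2 called 197, recovering 155 (77.5%) with 42 false calls. With the replicate number in the model, edgeR recovered 147 genes with 15 false calls. The set test in limma gave an adjusted p = 4.97e-44 for a simulated list of 26 shifted genes and an adjusted p = 0.275 for an unchanged one of 26. The shuffling of neighbouring genes was tested on 22533 placed genes and the matched lists on 22719, each with 1000 draws: 50 planted pairs and 60 planted calls were exceeded in a share of 0 of the draws, against shares of 0.755 and 0.963 with nothing planted.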

Results

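Transcript levels were compared between WT seedlings, seedlings labelled as a knock-down of the long noncoding RNA ASCO by RNA interference, and seedlings overexpressing it from the 35S promoter. ASCO is the transcript of AT1G67105, and the series concerns its part in the regulation of splicing. The counts analysed are per gene, so they show transcript levels and not splicing. Each group had 3 libraries. Counted read pairs came to 27044702, 91794393 and 57771449 in WT replicates 1, 2 and 3, to 33971623, 45999071 and 58355932 in the libraries labelled RNAi-ASCO, and to 126355312, 36087905 and 92893834 in 35S-ASCO. Between 86.83% and 92.8% of all parsed pairs were counted in each library. The 10 genes with most pairs took between 4.13% and 4.71% of each library.

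The WT and 35S-ASCO libraries are labelled 16 days old at growth stage 1.04. Replicates 1 and 2 labelled RNAi-ASCO are labelled 4 days, and replicate 3 is labelled 16 days. The age label therefore differs between the groups for 2 of the 3 libraries, and any comparison of the libraries labelled RNAi-ASCO with the others is confounded with it as the labels stand. On log2 CPM of the 22719 genes kept, the Euclidean distance between the libraries labelled RNAi-ASCO was 57.8 between replicates 1 and 3, 51.8 between replicates 1 and 2, and 41.6 between replicates 2 and 3, the last being a pair with different age labels. Distances within WT ranged from 47.7 to 65.7 and within 35S-ASCO from 40.6 to 55.7. In a principal component analysis of the 1000 most variable genes, the first component (35.1% of variance) placed the libraries labelled RNAi-ASCO between 16.6 and 29.5, the 35S-ASCO libraries between -9.6 and -1.5, and the WT libraries between -22.6 and -11.0. The second component (26.8%) placed 35S-ASCO between -29.2 and -7.8 and WT replicate 3 apart from the others at 24.9.

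The altered gene was examined first, since it checks the labels. AT1G67105 is annotated in TAIR10.1 as a noncoding RNA gene on chromosome 1 between LBD40 and CYP735A2. Its model in the files is 786 bases long. In WT it had 178, 344 and 143 pairs, a level of 4.22 ± 2.09 CPM (SD, n = 3). The libraries labelled RNAi-ASCO held 568, 892 and 1328 pairs, or 19.7 ± 3.01 CPM (SD, n = 3), which is 4.68 times the WT mean. The log2 fold change was 2.33 (SE 0.254, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000867), and each of the 3 libraries lay above each WT library. The gene thus went against the knock-down label in these counts, and every direction given below for the libraries labelled RNAi-ASCO carries that limit. Among the alternatives this log2 fold change was lowest, at 2.06, without WT replicate 3. The 35S-ASCO libraries held 447029, 130494 and 338680 pairs, or 3616 ± 67.1 CPM (SD, n = 3). This is 856 times the WT mean and 183 times the mean of the libraries labelled RNAi-ASCO (log2 fold change against WT 9.84, SE 0.316, edgeR adjusted p = 7.02e-07). The gene took between 0.354% and 0.365% of each 35S-ASCO library.

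**Figure D1:**
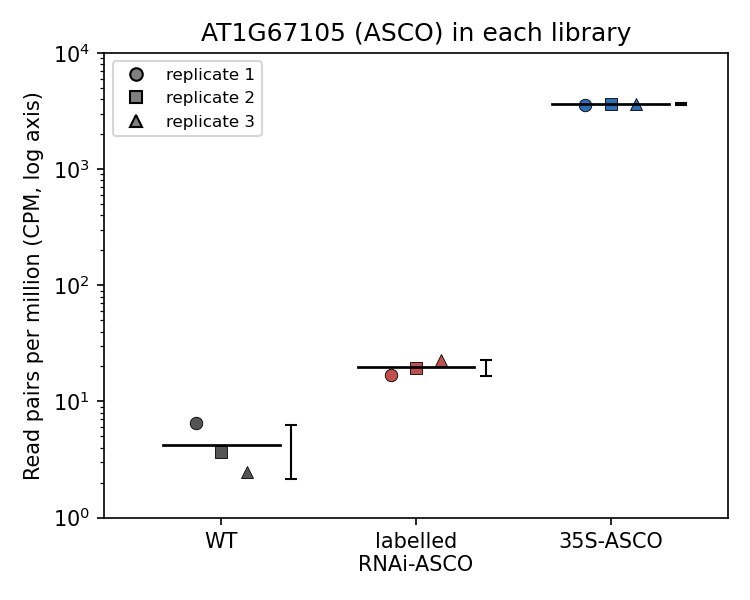
Level of AT1G67105 in each of the 9 libraries, in read pairs scaled to a common library total (CPM) on a log axis, for WT, the libraries labelled RNAi-ASCO and 35S-ASCO. Symbols are replicates, horizontal lines are group means and bars are ± 1 SD (n = 3). The libraries labelled RNAi-ASCO lie between 16.9 and 22.9 CPM, above the WT libraries at 2.48 to 6.54 CPM, and the 35S-ASCO libraries lie between 3539 and 3657 CPM.

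The first comparison the series names is the knock-down line against wild type. Of the 22719 genes tested, 2677 (11.8%) passed an adjusted p of 0.05 in the libraries labelled RNAi-ASCO against WT, 1582 of them higher and 1095 lower. The median absolute log2 fold change among them was 0.416, and 394 genes also had an absolute log2 fold change of at least 1 (289 higher, 105 lower). An unadjusted p under 0.05 was reached by 6239 genes. The alternative that moved the count most was that fold-change threshold, and it was 995 without RNAi-ASCO replicate 2. With the 2 libraries labelled 4 days alone it was 2088.

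Among genes higher in the libraries labelled RNAi-ASCO, the largest increases under the naming rule were in MRD1 (AT1G53480), AT1G31570, AT3G54160 and ORA47 (AT1G74930). MRD1 rose from 0.361 ± 0.289 to 27.8 ± 1.82 CPM (SD, n = 3), a log2 fold change of 5.96 (SE 0.532, edgeR adjusted p = 0.000315), while 35S-ASCO stayed at 0.510 ± 0.558 CPM. AT3G54160 rose from 0.899 ± 0.196 to 11.3 ± 0.852 CPM (log2 fold change 3.60, SE 0.163, edgeR adjusted p = 1.03e-05) and was 0.841 ± 0.106 CPM in 35S-ASCO. AT1G31570, annotated as a pseudogene, had a log2 fold change of 3.68, and 12.2% of its 50-base windows occur elsewhere in the genome, so its value is uncertain. ORA47 had a log2 fold change of 3.43 (SE 0.675, edgeR adjusted p = 0.012) and ranged from 1.88 to 6.81 CPM among the 3 libraries. Among genes lower in these libraries, AT2G07042, a noncoding RNA gene, fell from 2.44 ± 0.352 to 0.239 ± 0.104 CPM (log2 fold change -3.28, SE 0.274, edgeR adjusted p = 0.000256). XTH33 fell from 2.48 ± 0.719 to 0.430 ± 0.258 CPM. XTH25 had a log2 fold change of -2.81 (edgeR adjusted p = 0.0321) and lost significance when any of 5 libraries was left out. AT4G12490 had a log2 fold change of -3.72 (edgeR adjusted p = 0.0119). Its WT level rests largely on replicate 3 (11.97 CPM, against 1.69 and 2.69), and 3.3% of its windows occur elsewhere.

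The second comparison the series names is the overexpressing line against wild type. Here 379 genes (1.67%) passed an adjusted p of 0.05, 308 higher and 71 lower, and 83 also had an absolute log2 fold change of at least 1. An unadjusted p under 0.05 was reached by 3957 genes. In fold terms this count moved most with an adjusted p of 0.01, which left 18 genes, and in number of genes with the likelihood-ratio test with the replicate number, which gave 1344. It was 64 with only the 6 libraries of this comparison and 1315 with DESeq2. Besides AT1G67105, the largest increases under the naming rule were in ORA47 (log2 fold change 4.11, SE 0.662, edgeR adjusted p = 0.0241), FAMT (3.63, SE 0.675, adjusted p = 0.0354), CYP71B24 (2.54, SE 0.215, adjusted p = 0.00104) and CML41 (2.48, SE 0.481, adjusted p = 0.0383). CYP71B24 rose from 2.84 ± 1.09 CPM in WT to 16.8 ± 1.08 CPM and stood at 19.2 ± 0.197 CPM in the libraries labelled RNAi-ASCO. ORA47, FAMT and CML41 were each highest in 35S-ASCO replicate 1 (12.46, 6.71 and 4.203 CPM) and lower in replicate 3 (3.26, 1.94 and 1.29 CPM). The largest decreases were in AT4G12490 (log2 fold change -5.21), AT2G28270 (-1.91), CRK30 (-1.48) and AT1G43590 (-1.46), with edgeR adjusted p-values of 0.019, 0.0383, 0.0488 and 0.0184. In WT, AT4G12490, AT2G28270 and CRK30 were each highest in replicate 3 (11.97, 2.85 and 8.34 CPM). Without that library their log2 fold changes were -3.90, -1.31 and -0.999, the smallest decreases among the fits that left out one library. AT4G12490 and AT2G28270 stayed past the threshold there and CRK30 did not. AT1G43590 is annotated as a pseudogene, and 15.8% of its windows occur elsewhere. FAMT, CML41, AT2G28270 and CRK30 each lost significance in at least 6 of the 9 fits that left out one library. ORA47 and AT1G43590 each lost it in 3 of these fits, AT4G12490 in 2 and CYP71B24 in 0. With only the 6 libraries of this comparison, ORA47 and CYP71B24 stayed past the threshold and the other genes named here besides AT1G67105 did not.

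Both lines together passed the threshold at 194 genes, which are 51.2% of the genes called in 35S-ASCO. If the calls were independent, 44.7 such genes would be found, but both contrasts share the WT libraries, so no p-value was taken from this overlap. Of the 194 genes, 151 were higher in both lines, 33 were lower in both and 10 went in opposite directions. The direct comparison of 35S-ASCO with the libraries labelled RNAi-ASCO gave 1534 genes past an adjusted p of 0.05 (728 higher and 806 lower in 35S-ASCO). Among genes called against WT only in the libraries labelled RNAi-ASCO, 914 of 2483 differed between the lines in this direct test. Among those called only in 35S-ASCO, 101 of 185 did.

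**Figure D2:**
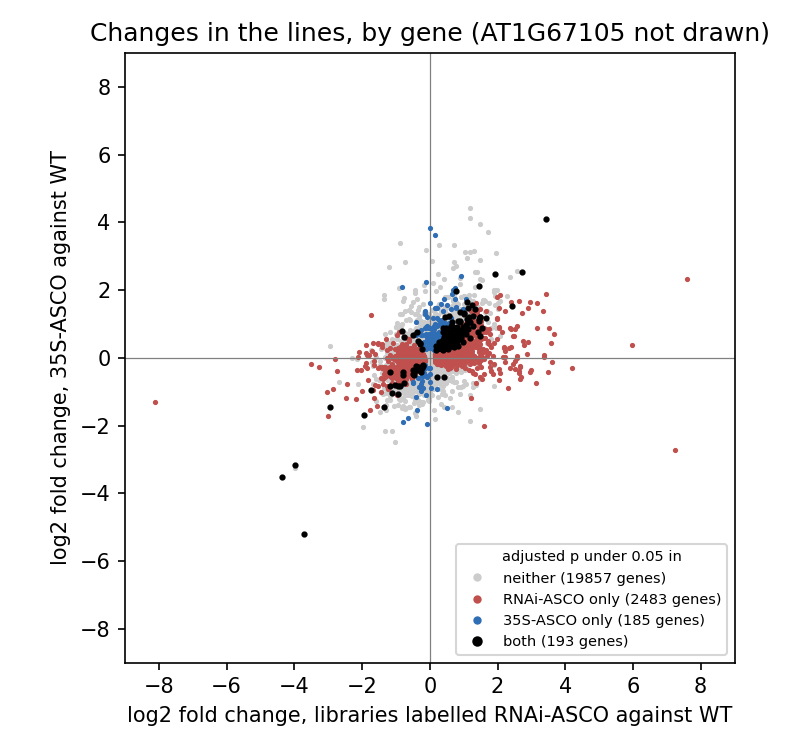
Log2 fold change of each gene in the libraries labelled RNAi-ASCO against WT (horizontal axis) and in 35S-ASCO against WT (vertical axis), coloured by where the edgeR adjusted p was under 0.05. AT1G67105 is not drawn. Genes past the threshold in both lines (193 drawn) lie mostly in the quadrants where both lines moved the same way.

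Immunity genes were examined because the study of this transcript is known to have looked at them. Of 26 genes in the list fixed beforehand, 24 were tested, PR1 and PDF1.2 having too few pairs. In the libraries labelled RNAi-ASCO the median log2 fold change of the list was 0.182, with 16 of 24 genes higher, and the set test did not pass the threshold (camera in limma, adjusted p = 0.195, Benjamini-Hochberg over the 2 comparisons). In 35S-ASCO the median was 0.168, with 16 of 24 genes higher and a camera adjusted p = 0.0189. With an estimated inter-gene correlation the adjusted p in 35S-ASCO was 0.341, so this result depends on the correlation assumed. In the libraries labelled RNAi-ASCO, 8 list genes passed an adjusted p of 0.05 over the list alone (5 higher, 3 lower) and 4 over all genes. In 35S-ASCO these numbers were 8 (7 higher, 1 lower) and 2.

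FLS2 (AT5G46330), which encodes the receptor for bacterial flagellin, was 45.6 ± 2.82 CPM in WT, 53.4 ± 1.08 CPM in the libraries labelled RNAi-ASCO and 31.1 ± 1.18 CPM in 35S-ASCO (SD, n = 3). Its log2 fold change was 0.22 (SE 0.055, edgeR adjusted p = 0.0295) in the former and -0.55 (SE 0.056, edgeR adjusted p = 0.00351) in the latter, and the direct contrast between the lines was -0.78 (SE 0.056, edgeR adjusted p = 0.000103). The increase in the libraries labelled RNAi-ASCO lost significance in 5 of the 9 fits that left out one library. WAK1 fell from 96.9 ± 30 to 38.6 ± 5.54 CPM in the libraries labelled RNAi-ASCO (log2 fold change -1.34, edgeR adjusted p = 0.00267), with 7.5% of its windows found elsewhere. CERK1 was lower there (log2 fold change -0.25, edgeR adjusted p = 0.0147). WRKY33 rose there from 44.5 ± 1.92 to 97.3 ± 7.78 CPM (log2 fold change 1.13, edgeR adjusted p = 0.0286), and this lost significance in 6 of the 9 fits that left out one library. In 35S-ASCO the mean of WRKY33 was similar at 94.7 ± 47.2 CPM, but its libraries ranged from 54.7 to 146.8 CPM and the edgeR adjusted p was 0.0812. YLS9 (AT2G35980, also called NHL10) rose in 35S-ASCO from 2.34 ± 0.520 to 6.16 ± 0.690 CPM (log2 fold change 1.37, edgeR adjusted p = 0.0145). The results of CERK1 and YLS9 each lost significance in 2 of these 9 fits.

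**Figure D3:**
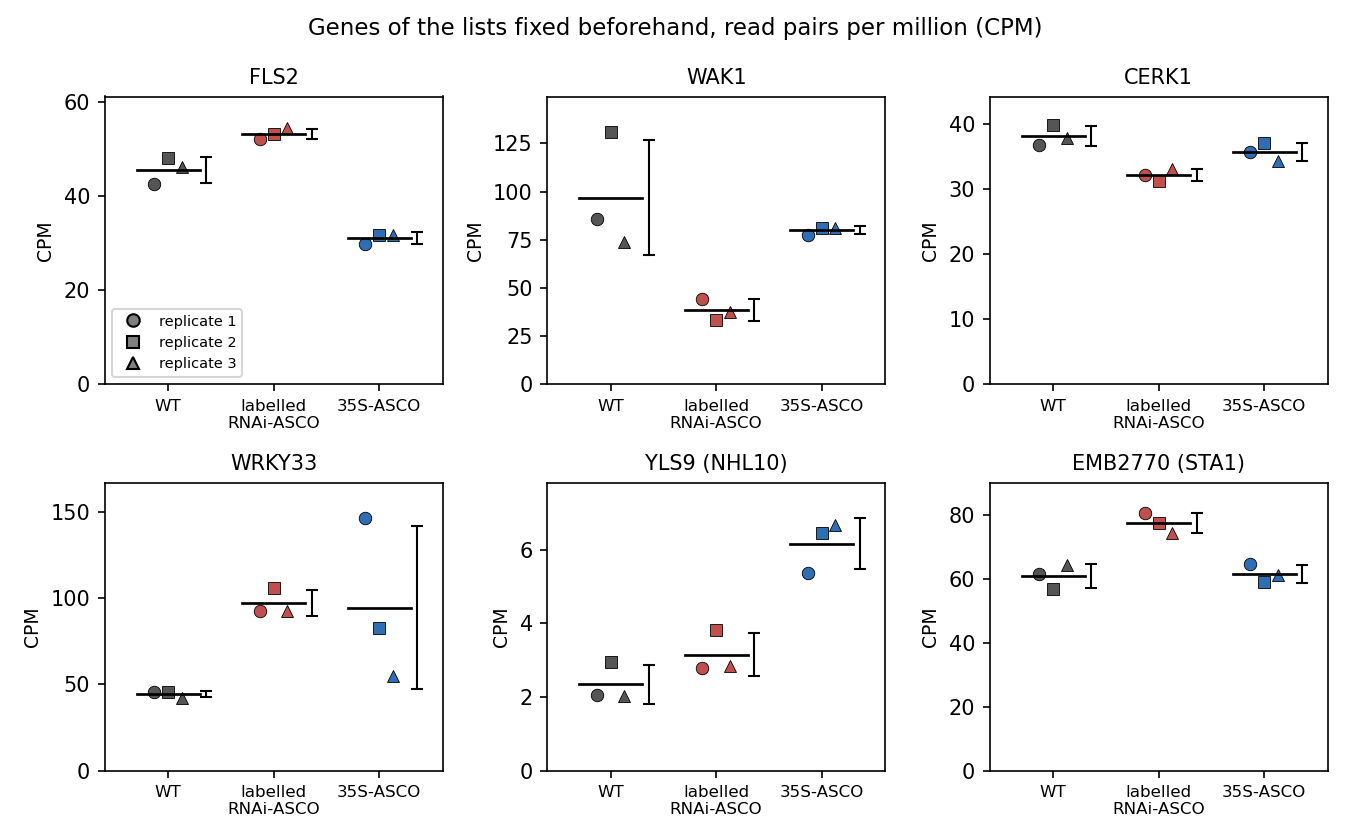
Level of 6 genes of the lists fixed beforehand in each library, in CPM on axes that start at 0. Symbols are replicates, horizontal lines are group means and bars are ± 1 SD (n = 3). FLS2 lies at 52.3 to 54.5 CPM in the libraries labelled RNAi-ASCO and at 29.8 to 31.9 CPM in 35S-ASCO, on either side of WT at 42.6 to 48.1 CPM.

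Of 7 genes for proteins known as partners of ASCO or of its binding proteins, EMB2770 (AT4G03430, also called STA1), a splicing factor gene, passed the threshold. It rose in the libraries labelled RNAi-ASCO from 60.9 ± 3.76 to 77.4 ± 3.18 CPM (log2 fold change 0.35, SE 0.061, edgeR adjusted p = 0.00752) and stood at 61.6 ± 2.83 CPM in 35S-ASCO. None of the 7 passed in 35S-ASCO. Of 6 genes that rise with plant age, 3 passed in the libraries labelled RNAi-ASCO and none in 35S-ASCO. SPL9 was higher (log2 fold change 0.76, edgeR adjusted p = 0.00587), and SPL4 (-0.865, edgeR adjusted p = 0.0153) and FUL (-0.724, edgeR adjusted p = 0.0296) were lower. The median log2 fold change of the 6 was -0.322 in the libraries labelled RNAi-ASCO (2 of 6 higher) and 0.332 in 35S-ASCO (4 of 6 higher). SPL4 lost significance in 2 of the 9 fits that left out one library. Of 8 seed storage genes, 1 had enough pairs to be tested and it passed over all genes in neither line.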

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

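The tests of shared sequence, of gene length and of labelled age described here were chosen after the result was seen. Only the named genes were searched for opposite changes. Over all genes, 10 passed the threshold in opposite directions, among them PGIP2 (log2 fold change -0.81 in the libraries labelled RNAi-ASCO and 0.8 in 35S-ASCO). FLS2 was singled out among the named genes because all 3 libraries labelled RNAi-ASCO lay above all 3 WT libraries and all 3 35S-ASCO libraries lay below them. The lines also differed in the direct test (log2 fold change of 35S-ASCO against the libraries labelled RNAi-ASCO -0.78, edgeR adjusted p = 0.000103). Across the other alternatives this direct contrast ranged from -0.794 to -0.777, with adjusted p-values up to 0.000284, and across the 9 fits that each left out one library from -0.794 to -0.751. With counts thinned to the smallest library it was -0.794, so unequal depth did not account for it. Other scalings did not either. Sharing of reads with a near-identical gene was tested by looking for 50-base windows of the FLS2 exons elsewhere in the TAIR10.1 sequence: of 179 windows, 0 were found elsewhere. A bias with gene length was small: across genes, which are not independent replicates, Spearman's rho of log2 fold change with model length was 0.094 in the libraries labelled RNAi-ASCO, just under the 0.1 taken as a sign of bias, and -0.0011 in 35S-ASCO. The increase was not confined to the 2 libraries labelled 4 days. The library labelled 16 days had the highest level of its group, 54.45 CPM, above every WT library (at most 48.12 CPM). With a single library of that label, a part of age in the increase stays open. The sides differ in firmness. The decrease in 35S-ASCO passed the threshold in all 19 alternative fits tried, while the increase in the libraries labelled RNAi-ASCO failed it in 6 of 19. An opposite effect of the transgenes on FLS2 may be a biological explanation, as a hypothesis. Whether it follows the level of AT1G67105 cannot be told: the counts of that gene were above WT in both lines, but they cannot separate the endogenous transcript from reads of a construct. Libraries within a line share whatever else set that line's plants apart, such as the insertion site of its construct, the background of the line or its growth, and these were not tested.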

How the results depend on the processing

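The increase of AT1G67105 in the libraries labelled RNAi-ASCO and its increase in 35S-ASCO kept their direction and stayed past the threshold under all 10 alternatives of method and all 9 fits that left out one library. The log2 fold change ranged from 2.06 to 2.67 for the former and from 9.55 to 10.18 for the latter. The counts of genes moved more than 1.5-fold under several choices, and unless stated otherwise the cause was not tested.

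For the libraries labelled RNAi-ASCO against WT, 2677 genes became 791 at an adjusted p of 0.01 and 394 with an absolute log2 fold change of at least 1, both subsets of the same calls. Leaving out one library gave from 995 to 3025 genes. For 35S-ASCO against WT, 379 genes became 18 at an adjusted p of 0.01 and 83 with the fold-change threshold. The count was 64 with only the 6 libraries compared, 61 of them among the 379, and 1315 with DESeq2, which shared 373. In the simulation DESeq2 made 42 false calls where edgeR made 12, so part of its surplus can be false. Leaving out one library gave from 25 to 611 genes. The lowest count came without WT replicate 1, the library with the fewest pairs, so depth alone did not set the count. For 35S-ASCO against the libraries labelled RNAi-ASCO, 1534 genes became 397 at an adjusted p of 0.01 and 291 with the fold-change threshold, and from 432 to 1928 when one library was left out. The 194 genes past the threshold in both lines became 10 at an adjusted p of 0.01, 28 with the fold-change threshold, 30 with only the libraries compared and 626 with DESeq2, and from 12 to 307 when one library was left out. The single-read counts, an alternative chosen after seeing the data, gave 2729, 375, 1513 and 198 genes for these 4 results. Thinning all libraries to 27044702 pairs gave 2320, 346, 1269 and 166.

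Replicates with the same number did not deviate together: the correlation of their deviations from the group means was 0.019 over all groups (0.006, 0.015 and 0.036 for the 3 pairs of groups). With the replicate number as a block, the counts were 2438, 342, 1355 and 190, and the AT1G67105 log2 fold changes 2.34 and 9.84. The genes themselves changed more than the counts. Shared with the main calls were 2194 of 2677, 254 of 379, 1194 of 1534 and 129 of 194. The likelihood-ratio test with the replicate block gave 3156 genes for the libraries labelled RNAi-ASCO against WT, 1344 for 35S-ASCO against WT, 2235 between the lines and 627 in both lines.

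Upper-quartile scaling moved the share of higher calls from 59.1% to 52.1% in the libraries labelled RNAi-ASCO and from 81.3% to 75.2% in 35S-ASCO. The median log2 fold change of all genes moved from -0.007 to -0.031 in 35S-ASCO.

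The immunity list in the libraries labelled RNAi-ASCO had a median log2 fold change of 0.184 and passed the threshold with only the libraries compared (camera in limma, adjusted p = 0.0378). Over all its alternatives of method the adjusted p ranged from 0.0378 to 0.466. In 35S-ASCO the median was 0.168 under an estimated inter-gene correlation, where the adjusted p rose to 0.341, against 0.00779 to 0.0374 under the other alternatives of method. Leaving out one library gave medians from 0.104 to 0.291 with adjusted p from 0.00149 to 0.0542, the last without WT replicate 1.

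Of 39 results for single genes and contrasts, none reversed: over 728 refits, 631 kept their side of the threshold and 97 lost significance. These losses fell on 20 of the results, and 83 of them came from leaving out one library. All 39 results had been chosen for passing the threshold in the main fit, and the refits reuse the same libraries. A reversal was therefore unlikely from the start.

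Each real grouping was set against other splits of its 6 libraries, fitted alone. In each contrast, 1 of the 4 splits that part all same-numbered replicates gave as many genes, the real one, which had 2269 genes for the libraries labelled RNAi-ASCO against WT, 64 for 35S-ASCO against WT and 1802 between the lines. The other 3 of each contrast gave 0, with between 262 and 1320 genes at an unadjusted p under 0.05. With 4 splits no share under 0.05 can be reached. The remaining 6 splits of each contrast keep 2 same-numbered pairs together and gave at most 1 gene. Transcript usage was not run, since the files hold 1 model per gene.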

Other observations

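The tests below were chosen after the patterns were seen, except the test of distances for the age labels, which was set before the data were examined.

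If the 4-day label of 2 libraries labelled RNAi-ASCO gave the age of the plants, the third library, labelled 16 days, would be expected to stand apart from them. Its larger distance to them was 57.8. This is below the largest distance within WT (65.7), which involves WT replicate 3, a library lying apart from the others, and above every distance within 35S-ASCO (at most 55.7). Of 6 genes that rise with age, 3 were higher in it than in both others and 2 were lower than in both. The library labelled 16 days also lay closer than both 4-day libraries to every WT and 35S-ASCO library (58.8 against 76 and 64.4 to WT replicate 2), and nearest to WT on the first principal component (16.6 against 29.5 and 21.9). Of the 6 genes, SPL4 and FUL were lower and SPL9 higher in the libraries labelled RNAi-ASCO against WT, with a median of -0.322 (camera, unadjusted p = 0.116). In 35S-ASCO, labelled 16 days like WT, the median was 0.332 (camera, unadjusted p = 0.0307). The list thus also shifted, the other way, where the age labels did not differ. Each library labelled RNAi-ASCO was then held out with one WT library, and the genes called without both (331 to 1855) were compared in those 2 alone. For the library labelled 16 days the median fold change was from 58.1% to 65.8% of that of the other 2, the lowest with all 3 WT libraries; for replicates 1 and 2 it was from 82.5% to 99.2% and from 78% to 96.3%. Between 93% and 94.1% of the genes kept their direction in it. The gene sets differ between these fits, and with 1 library an effect of age cannot be told from a weaker effect in that library. The closeness of replicate 3 to the other groups and its smaller fold changes lean toward the label. That closeness also follows depth, since replicates 1, 2 and 3 hold 33971623, 45999071 and 58355932 pairs. Against the label, the distance of 57.8 set for the planned test did not exceed 65.7. Replicates 2 and 3, whose labels differ, were the closest pair of the group at 41.6. A true difference in age stays open as a part of the differences between this group and WT, and an error in the label cannot be excluded either.

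The higher level of AT1G67105 in the libraries labelled RNAi-ASCO has several candidate explanations. Reads carried over from the 35S-ASCO libraries would need a share of 0.429% of the 35S-ASCO level, and the WT level itself is 0.117% of it. MRD1, far higher in the libraries labelled RNAi-ASCO, reached as little as 0.132% of its level there in WT replicate 1, which bounds carry-over in one direction for one library. Which libraries shared a lane is not stated, so carry-over cannot be told apart from expression. Transcripts of the silencing construct, if it contains part of the gene, would also be counted. Reads without a properly paired mate made up a mean of 10.02% ± 2.76 (SD, n = 3) of reads at the gene in the libraries labelled RNAi-ASCO, and 18.9% ± 10.9 in WT, so no excess of broken pairs was seen. A construct holding a long stretch of the gene would show none, and this explanation stays open. Read-through from LBD40, upstream on the same strand, would need pairs there, and it had at most 3 in a library labelled RNAi-ASCO. CYP735A2 lies on the other strand and had a log2 fold change of -1.43 (edgeR adjusted p = 0.0184), which can neither show nor exclude read-through. A knock-down of the endogenous transcript hidden under construct reads may therefore be present, and these counts cannot show it.

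Pseudogenes were called higher in the libraries labelled RNAi-ASCO more often than other genes: 46 of 279 (16.5%), against 1501 of 21550 protein-coding genes (6.97%). In 35S-ASCO 1 pseudogene was called higher. Low expression was tested with 10000 random gene lists matched on mean level, which held a mean of 13 such genes and at most 26; the share of lists with as many was 1e-04, the smallest these draws can give. Genomic DNA in the libraries would raise the number of models with any pair. At equal depth the lowest of the libraries labelled RNAi-ASCO had 24655 such models, within the WT range of 24539 to 25028, and the highest had 25100. Sharing of reads with near-identical copies was tested on the 111 pseudogenes with no 50-base window found elsewhere in TAIR10.1, of which 17 were called higher against a mean of 6.06 and at most 17 in matched lists. The age label was tested with replicate 3 and one WT library held out: of the 28 to 33 pseudogenes called higher with the 4-day libraries, 100% were higher in the library labelled 16 days than in the held-out WT library, with each of the 3. The higher levels were thus not confined to the 4-day libraries. Of all genes called higher with those libraries, between 94.5% and 97.9% were also higher in the library labelled 16 days. With a single library of that label, a part of age in the increase stays open. Overlap with genes on the other strand was not tested. The summed level of the tested pseudogenes rose little, from 1428 to 1491 CPM in WT to 1503 to 1547 CPM in the libraries labelled RNAi-ASCO. As a hypothesis, some normally silent loci may be expressed in this line, but whether the called ones are silent in WT was not tested.

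Neighbouring genes were called in the same direction together more often than chance. Among 19607 adjacent, non-overlapping pairs of tested genes, 249 were called together in the libraries labelled RNAi-ASCO, 1.74 times the mean of 1000 shuffles of the calls within chromosomes, none of which gave more than 178. Read-through between models on the same strand could produce this. Pairs on opposite strands were also in excess, 1.45 times the shuffled mean (88 pairs against 60.8), though less than pairs on the same strand at 1.97 times. In 35S-ASCO 16 pairs were called together against a shuffled mean of 3.88, and only 2 of them lay on opposite strands. Shared regulation of neighbours is common in genomes generally and was not separated from an effect of the line.

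Genes changed alike in both lines. Across 22719 genes, which are not independent replicates, the log2 fold changes of the lines had r = 0.482 with WT shared. With a different single WT library for each line, r ranged from 0.083 to 0.276 over the 6 pairings. With the same single WT library for both, which has the same noise but is shared, r ranged from 0.51 to 0.72. The shared WT libraries may thus explain part of the likeness and not all of it. A difference common to all WT plants, such as their growth conditions or the lack of any construct, would leave the same pattern.

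Among the genes higher in both lines were genes induced by sulfur limitation. In a list of 14 written after some of them had been seen, the median log2 fold change was 0.38 in the libraries labelled RNAi-ASCO and 1.08 in 35S-ASCO, with 7 and 9 genes higher past the threshold. Under upper-quartile scaling the medians were 0.36 and 1.06. LSU3, SDI2 and APR1 were among those past it in both lines, while the transporter genes SULTR1;1 and SULTR1;2 were lower in both without passing, and SULTR4;2 was lower past the threshold in the libraries labelled RNAi-ASCO (-0.39, edgeR adjusted p = 0.0306). Against each single WT library the lowest list median of a line was 0.4, so no one WT library made the pattern. Because the list was chosen for it, this shows no stability. Whether a nutrient difference between the plants or the genotypes is behind it cannot be told.

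Clock genes that peak later than the morning were higher too. They were listed as evening genes, but PRR7 and PRR5 among them peak before the evening. All 7 listed genes, written down after GI had been seen, were higher in both lines, with median log2 fold changes of 0.82 and 0.47 and 6 and 3 genes past the threshold, and with medians of 0.80 and 0.45 under upper-quartile scaling. PRR7 had 1.47 in the libraries labelled RNAi-ASCO (edgeR adjusted p = 0.0012) and 1.2 in 35S-ASCO (0.0163). A harvest at another time of day could move morning genes the other way. It need not, since the listed genes peak at differing times of day. The median of 4 morning genes was 0.54 in the libraries labelled RNAi-ASCO and 0.97 in 35S-ASCO, and none passed the threshold, with LHY (-0.04) and RVE8 (-0.06) near 0 in the former and 2 at an unadjusted p under 0.05 in each line. With 4 variable genes this leaves a difference in harvest time open, and it may also contribute to the likeness of the lines.

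A junction with inserted DNA inside a transcribed gene could break read pairs there. Among 19704 genes with at least 50 reads in every library, 0 had a share of unpaired reads over 10 percentage points higher in all libraries of a line than in all other libraries; the largest gap was 1.58 points in the libraries labelled RNAi-ASCO and 2.78 in 35S-ASCO. No junction with inserted DNA was detectable in this way.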
